# Allelic Variation and Differential Expression of the mSIN3A Histone Deacetylase Complex Gene *Arid4b* Promote Mammary Tumor Growth and Metastasis

**DOI:** 10.1371/journal.pgen.1002735

**Published:** 2012-05-31

**Authors:** Scott F. Winter, Luanne Lukes, Renard C. Walker, Danny R. Welch, Kent W. Hunter

## Abstract

Accumulating evidence suggests that breast cancer metastatic progression is modified by germline polymorphism, although specific modifier genes have remained largely undefined. In the current study, we employ the MMTV-PyMT transgenic mouse model and the AKXD panel of recombinant inbred mice to identify AT–rich interactive domain 4B (*Arid4b*; NM_194262) as a breast cancer progression modifier gene. Ectopic expression of *Arid4b* promoted primary tumor growth *in vivo* as well as increased migration and invasion *in vitro*, and the phenotype was associated with polymorphisms identified between the AKR/J and DBA/2J alleles as predicted by our genetic analyses. Stable shRNA–mediated knockdown of *Arid4b* caused a significant reduction in pulmonary metastases, validating a role for *Arid4b* as a metastasis modifier gene. ARID4B physically interacts with the breast cancer metastasis suppressor BRMS1, and we detected differential binding of the *Arid4b* alleles to histone deacetylase complex members mSIN3A and mSDS3, suggesting that the mechanism of *Arid4b* action likely involves interactions with chromatin modifying complexes. Downregulation of the conserved *Tpx2* gene network, which is comprised of many factors regulating cell cycle and mitotic spindle biology, was observed concomitant with loss of metastatic efficiency in *Arid4b* knockdown cells. Consistent with our genetic analysis and *in vivo* experiments in our mouse model system, *ARID4B* expression was also an independent predictor of distant metastasis-free survival in breast cancer patients with ER+ tumors. These studies support a causative role of *ARID4B* in metastatic progression of breast cancer.

## Author Summary

A person's individual genetic background influences not only the likelihood of developing breast cancer, but also the likelihood of that cancer becoming metastatic. The identification of metastasis susceptibility genes using human samples is rendered impractical by the high degree of genetic diversity among people. Our laboratory's strategy is to cross genetically defined inbred mouse strains to recapitulate a degree of genetic diversity that is more readily studied. By breeding these panels of inbred mouse crosses to a mouse model of breast cancer, we can identify regions of the genome that correlate with observed phenotypic variation including metastatic density and then identify individual candidate genes. This manuscript describes the identification of *Arid4b* as a candidate gene of interest and the experiments we performed to validate its role in metastasis. High expression of *Arid4b* enhances cell migration and invasion and, conversely, knockdown of *Arid4b* inhibits metastasis of breast tumor cells to the lungs. The mouse gene and human *ARID4B* are highly conserved, and among women with ER+ tumors *ARID4B* expression level is predictive of which patients will progress to develop metastatic disease.

## Introduction

Breast cancer remains the most commonly diagnosed malignancy among women in the United States [1]. Because the vast majority of breast cancer related mortality is attributable to disseminated metastatic disease, a clear need exists to identify factors that modulate breast cancer metastatic progression. In addition to acquired somatic mutations, there is accumulating evidence that the genetic background on which a tumor arises can influence disease progression [2]. Identifying and characterizing metastasis susceptibility genes would provide additional insights into the mechanisms associated with tumor dissemination and growth, leading not only to better understanding of this complex process but also ultimately to new targets and strategies for clinical intervention.

Due to the complex interactions between inherited factors and somatic mutations in metastatic progression, as well as the genetic complexity of human populations, identification of inherited susceptibility genes directly in human populations is difficult. To circumvent this our laboratory has chosen to apply a systems genetics approach on a mouse model of metastatic luminal breast cancer, the FVB/N-TgN(MMTV-PyMT)^634Mul^ (MMTV-PyMT) transgenic model. The MMTV-PyMT transgenic mouse model, which expresses the polyoma virus middle T antigen under the control of the mouse mammary tumor virus promoter, rapidly develops tumors in approximately 100% of female mammary glands and >85% of these animals develop pulmonary metastases by 14 weeks of age. When the MMTV-PyMT model is bred onto a variety of different mouse strains, the F_1_ progeny display broad and strain-dependent heterogeneity in primary tumor latency, primary tumor growth rate and lung metastatic density [2].

Two strains, the highly metastatic AKR/J and poorly metastatic DBA/2J, were found to have a 20-fold difference in their metastatic capacity but no significant difference in any other measured tumor phenotype. These strains were also the progenitor strains for the AKXD recombinant inbred panel of mice, which consists of more than 20 substrains that are composites of the original parental strains AKR/J and DBA/2J. The MMTV-PyMT model was therefore bred to 18 different AKXD strains, the F_1_ mice were phenotyped with respect to primary tumor latency and burden and lung metastatic density, and the phenotypes were compared to haplotype maps of the AKXD strains to determine quantitative trait loci (QTLs) associated with mammary tumor progression [3]. Subsequently, RNA was also harvested from F_1_ tumors and gene expression analysis was performed to define individual genes whose expression correlated with progression [4].

In this study we have utilized these resources to identify *Arid4b* as a novel candidate metastasis susceptibility gene. Although the precise molecular functions of ARID4B are unknown, it has been shown to associate with the SIN3A histone deacetylase (HDAC) complex [5]. As predicted by the genetic linkage and gene expression data, higher expression of *Arid4b* is associated with more rapid tumor growth in animal models, as well as increased tumor cell motility and invasion. These effects are associated with differential binding of the AKR and DBA alleles of ARID4B to HDAC complex members mSIN3A and mSDS3. ARID4B was also found to bind the mSIN3A-associated breast cancer metastasis suppressor protein BRMS1. Stable shRNA-mediated knockdown of *Arid4b* significantly inhibited the pulmonary metastatic efficiency of orthotopic mammary tumors without inhibiting primary tumor growth. Consistent with impaired metastasis in the *Arid4b* knockdown lines was decreased expression of a recently described metastasis-predictive gene network [6]. High expression of *ARID4B* was associated with an approximately 2-fold increased risk of metastatic progression in human breast cancer patients who were lymph node negative at diagnosis. Taken together these results demonstrate a causal role for *Arid4b* in tumor growth and metastatic progression and suggest that mechanisms of action involve modification of epigenetic state via the mSIN3A complex and regulation of the conserved *Tpx2* gene network.

## Results

### Identification of *Arid4b* as a potential tumor progression gene

Previously a cross between the highly metastatic PyMT model and the AKXD recombinant inbred (RI) panel was performed to map QTLs associated with inherited predisposition to developing pulmonary metastasis [3]. In addition to metastasis susceptibility loci on chromosomes 6 and 19, linkage analysis revealed a potential peak on proximal chromosome 13 (Figure S1). In a subsequent study, gene expression analysis was also carried out on these samples to examine the effect of varying metastatic genotypes on tumor transcriptional patterns [7]. To discover potential candidate genes that may affect metastatic predisposition, correlation analysis was performed using GeneNetwork [8] to identify genes whose differential expression was highly associated with metastasis. Upon integrating the data from these two studies we found that of the top ten genes most significantly associated with metastasis in our expression correlation analysis, two also mapped to potential QTLs: *Ttc9c* and *Arid4b*. The potential role of *Ttc9c* was investigated and no significant differences were detected with respect to orthotopic tumor growth or metastasis of 6DT1 mouse mammary carcinoma cells stably expressing *Ttc9c* compared to vector control cells (data not shown). Similarly, we detected no significant effects on tumor growth or metastasis when *Ttc9c* BAC transgenic mice were bred to the MMTV-PyMT model (data not shown). The most likely explanation for why *Ttc9c* did not pass our validation experiments is that its initial identification in our screens was a false positive owing to its close physical proximity on chromosome 19 to the metastasis modifier gene *Sipa1* [9]. Our current studies have therefore focused on *Arid4b*, which maps within the chromosome 13 locus and whose mRNA expression was positively associated with metastatic disease and tumor growth (Figure 1), suggesting a possible causative role as a progression modifier.

**Figure 1:**
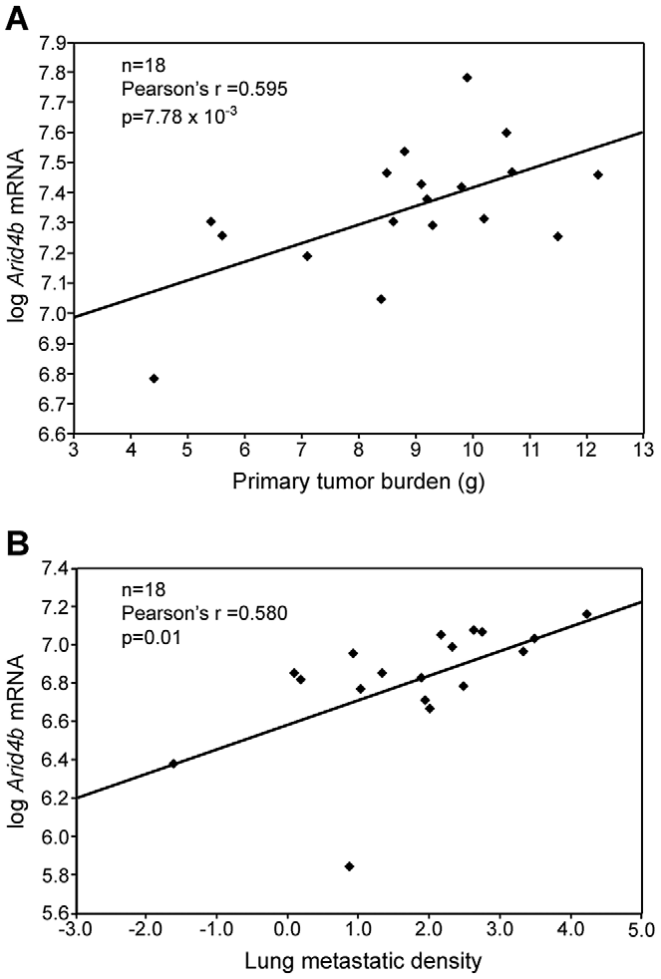
*Arid4b* expression is correlated with tumor growth and metastasis. Gene expression microarray data from 18 of the AKXD recombinant inbred strains shows expression of *Arid4b* is positively correlated with tumor burden (A) and metastatic density (B). The formula used to calculate metastatic density was ln[(metastases/um^2^)×10^8^].

### *Arid4b* is both differentially expressed and polymorphic between AKR and DBA

To validate the potential differences in *Arid4b* expression between strains, microarray data from AKR and DBA normal tissues were examined [4]. Consistent with the AKXD RI results, *Arid4b* expression was 2.3-fold higher in thymus (p = 9.32×10^−5^, FDR = 0.0004) and 2.5-fold higher in bone marrow (p = 1.28×10^−5^, FDR = 0.0005) of DBA mice compared to AKR, suggesting that constitutional polymorphisms can influence *Arid4b* expression levels in normal tissues. Sequence analysis was also performed to both validate SNPs in the public database as well as identify potential new variants between the AKR and DBA alleles of *Arid4b*. Complete exon sequencing revealed that the DBA allele matched the consensus C57BL/6 sequence. Analysis of the AKR allele revealed numerous silent SNPs as well as polymorphisms encoding eleven amino acid substitutions, as shown in Figure 2. Interestingly, eight of these eleven polymorphisms are located in exon 22 and their encoded substitutions are densely clustered towards the C-terminal end between amino acids 1171 and 1198. These results are consistent with the possibility that inherited variation of *Arid4b* may contribute to tumor progression.

**Figure 2:**
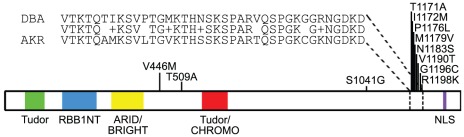
*Arid4b* germline amino acid sequence variants. Substitutions in the AKR allele are shown relative to a consensus sequence that is identical between DBA, FVB, and C57Bl/6. The+symbol indicates conserved substitutions.

### *Arid4b* expression promotes primary tumor growth

Analysis of the data revealed that increased *Arid4b* expression and increased metastatic susceptibility were associated with the DBA rather than the AKR genotype at the chromosome 13 QTL. This result suggests that the DBA allele at this locus promoted metastatic progression relative to the AKR allele, and a series of *in vitro* and *in vivo* assays were performed to test this hypothesis. V5-tagged AKR and DBA alleles of *Arid4b* were ectopically expressed in the mouse mammary carcinoma cell line Met-1, which was originally derived from tumors arising in the MMTV-PyMT transgenic model [10]. Because the Met-1 line was derived from an FVB strain background, we also sequenced the FVB allele of *Arid4b* and found it to be identical to the DBA and C57BL/6 alleles. Cell lines were then identified that expressed the epitope tagged constructs at levels that were only two to three-fold higher than endogenous levels as measured by QRT-PCR (Figure S2A), consistent with the approximately two-fold range of *Arid4b* mRNA between high and low metastatic AKXD strains. Furthermore, the ectopically expressed AKR and DBA alleles were detected at approximately equal levels in our stable lines as assessed by western blots (Figure S2B).

Orthotopic implantation assays were then performed to examine the role of *Arid4b* expression *in vivo* (Figure 3A). By four weeks post-implantation, cells expressing the DBA allele formed tumors with a 2.6-fold larger mass compared to control cells (741 mg versus 284 mg; p = 6.08×10∧−7). The AKR allele expressing cells formed tumors with a median mass of 480 mg, which was significantly larger than control tumors (p = 0.010) but significantly smaller than the DBA cohort (p = 7.73×10∧−3), consistent with our previous genetic analysis and our *in vitro* studies.

**Figure 3:**
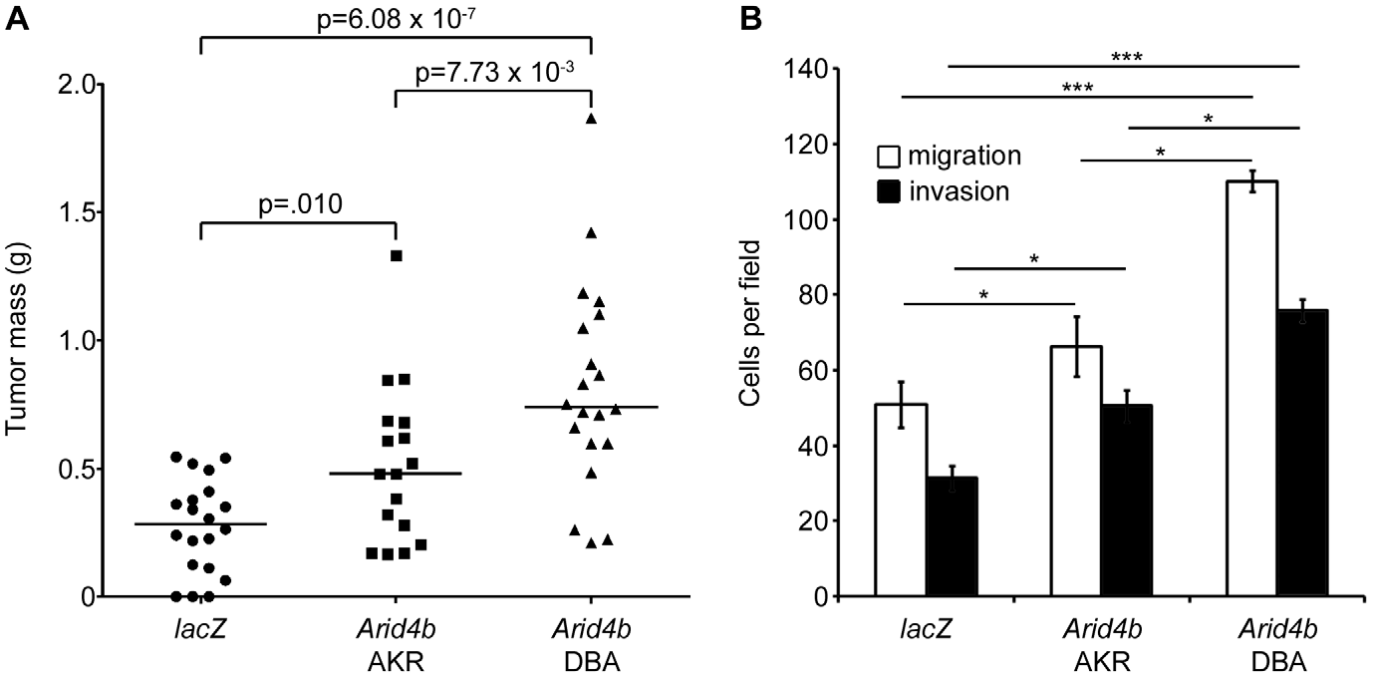
Ectopic expression of *Arid4b* increases orthotopic tumor growth, tumor cell migration, and invasion. Scatter plot bars represent median tumor mass (A) four weeks after orthotopic implantation of 10∧5 cells stably expressing *lacZ* (n = 20), *Arid4b* AKR allele (n = 17) or *Arid4b* DBA allele (n = 20). Migrating and invading cells (B) were counted in five 400× fields per experiment and data are presented as the mean ± standard error of three independent experiments. Statistical significance was determined using Kruskal-Wallis tests followed by Conover-Inman post hoc tests. *, p<0.05; ***, p<0.001.

### DBA *Arid4b* promotes increased *in vitro* tumor invasion and migration compared to AKR

*In vitro* assays were performed to address the potential affect of the *Arid4b* polymorphisms on tumor cell behavior. *In vitro* growth assays demonstrated no significant difference in proliferation between cells expressing the DBA or AKR alleles or control cells (data not shown). In contrast, ectopic expression of either allele significantly increased the abilities of Met-1 cells to migrate through a porous membrane and to invade through Matrigel, compared to control cells expressing *lacZ* (Figure 3B). Notably, Met-1 cells stably expressing the DBA allele were significantly more migratory and invasive than those expressing the AKR allele. Since both cell lines express the epitope-tagged construct at approximately the same level, these results suggest a potential functional consequence for the amino acid substitutions present between the two variants in addition to the effects associated with differential expression.

### Knockdown of *Arid4b* inhibits pulmonary metastasis

Because Met-1 cells are poorly metastatic in our laboratory, and because we were unable to stably overexpress *Arid4b* in several more aggressive mouse breast cancer cell lines, we adopted a knockdown strategy to examine the role of *Arid4b* in lung metastasis *in vivo*. To this end, the highly metastatic 6DT1 cell line [11] was transduced with five lentiviral shRNAs targeting *Arid4b*, or a scrambled control, and knockdown of ARID4B protein was evaluated using western blots (Figure 4A) and densitometry (Figure 4B) to select stable shRNA lines for *in vivo* studies. No significant knockdown was observed using the scrambled control shRNA. Cells stably transduced with *Arid4b* shRNAs designated H3 and H4 expressed 81% and 85% less ARID4B protein, respectively, compared to controls, and were therefore selected for further *in vivo* study.

**Figure 4:**
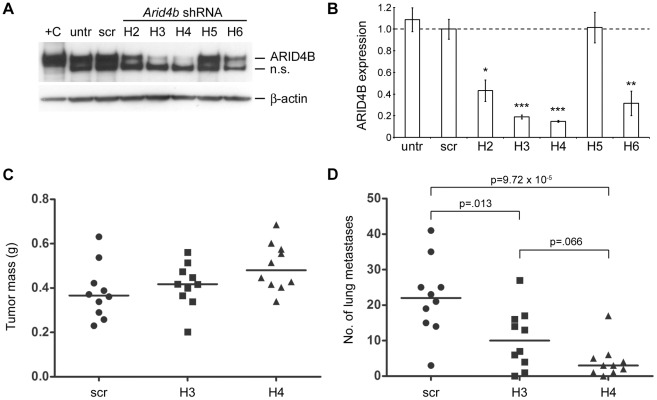
Stable shRNA–mediated knockdown of *Arid4b* inhibits lung metastasis. ARID4B protein levels were analyzed by western blot to determine level of knockdown in cell lines stably expressing different *Arid4b* shRNAs. Experiment was performed in triplicate and a representative blot is shown in panel A. Lysate from 293 cells transiently transfected with *Arid4b* was used as a positive control (+C). Untransduced 6DT1 and scrambled control lines are designated “untr” and “scr” respectively. The lower non-specific (n.s.) band most likely represents ARID4A, based on a nearly identical epitope sequence and consistent with the observed difference in molecular weight. Expression of the non-specific band remained relatively unchanged across the panel of stable lines. Densitometry was performed to quantitate knockdown at the protein level in the *Arid4b* shRNA lines relative to the scrambled control line (B) Data are shown as the mean ± standard error of three independent experiments. Kruskal-Wallis followed by Conover-Inman post hoc tests were used to determine statistical significance versus the scrambled control cell line. *, p<.05; **, p<.01; ***, p<.001. Primary tumors were weighed (C) and lung surface metastases were counted (D) at 3.5 weeks after orthotopic implantation of 10∧5 cells from the scrambled control, H3, and H4 lines into the mammary fat pad of FVB mice (n = 10 per cohort). Horizontal bars represent median values and statistical significance was determined using Kruskal-Wallis tests followed by Conover-Inman correction for multiple comparisons.

Following orthotopic implantation of 10∧5 cells into the mammary fat pad we observed only slight differences in median primary tumor mass between the scrambled control, H3, and H4 cohorts, and these data did not achieve statistical significance (p = .070, Kruskal-Wallis; Figure 4C). In contrast, we observed a 2-fold decrease in the median number of macroscopic lung metastases in the H3 cohort (10 vs. 22; p = .013) and a 7-fold decrease in the H4 cohort (3 vs. 22; p = 9.72×10∧−5) compared to controls (Figure 4D). Differences in lung metastasis between the two Arid4b knockdown cohorts were not statistically significant following post hoc testing (p = .066, Conover-Inman). These data demonstrate that ARID4B protein levels are a critical determinant of pulmonary metastatic efficiency in this model system.

### *Arid4b* germline polymorphism modifies binding to mSIN3A

Previous studies demonstrated that ARID4B is a member of the mSIN3A HDAC complex and that binding to mSIN3A involves the C-terminal domain of ARID4B [5], where the majority of the amino acid substitutions were found between the AKR and DBA variants (Figure 2). Co-IP analysis was therefore performed to examine a potential effect of the observed amino acid substitutions on ARID4B-mSIN3A binding. For these experiments V5-tagged ARID4B was transiently transfected into HEK293 cells and immunoprecipitated using an anti-V5 antibody. Binding to endogenous mSIN3A and another component of the mSIN3A complex, mSDS3 [12], was evaluated by western blots (Figure 5). Input controls for ARID4B, mSIN3A, and mSDS3 were approximately equal as were the amounts of the two *Arid4b* variants immunoprecipitated; however, a marked decrease in binding to mSIN3A was observed along with diminished mSDS3 association for the DBA variant (Figure 5A). Densitometry analysis revealed that binding of the DBA variant was reduced by 51% and 37% for mSIN3A and mSDS3, respectively, compared to AKR (Figure 5B). These results demonstrate a functional consequence of *Arid4b* polymorphisms and provide insight into one potential molecular mechanism whereby *Arid4b* may modulate breast cancer progression.

**Figure 5:**
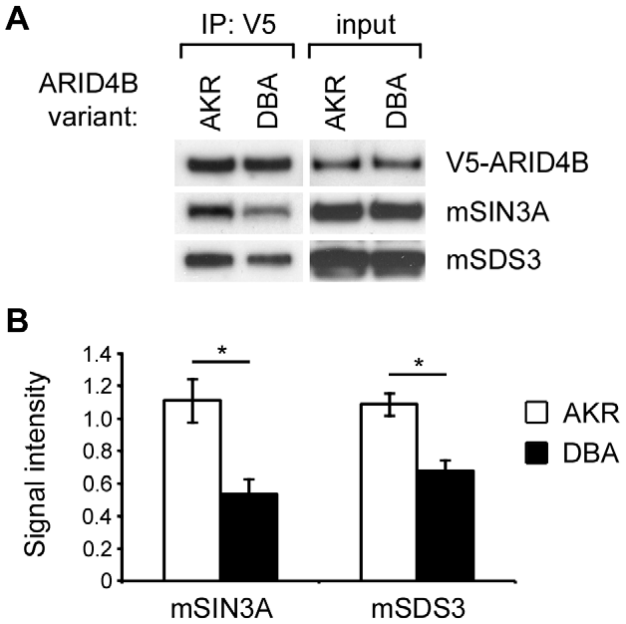
Differential binding of the AKR and DBA variants of ARID4B to the mSIN3A complex. Western blots (A) show equivalent input of V5-ARID4B, mSIN3A, mSDS3, and equivalent pull-down of the two variants using an anti-V5 antibody. Decreased binding of the DBA variant of ARID4B to mSIN3A and mSDS3 was observed relative to the AKR variant. Experiment was performed in triplicate and densitometry analysis (B) revealed a 51% reduction in mSIN3A binding (p = .037) and a 37% reduction in mSDS3 binding (p = .026) for the DBA variant relative to AKR. Statistical significance was determined using paired t-tests. *, p<.05.

### ARID4B binds the breast cancer metastasis suppressor BRMS1

Breast cancer metastasis suppressor 1 (BRMS1) belongs to the same family of proteins as mSDS3 and is known to associate with the mSIN3A complex as well as ARID4A [13]. Because ARID4B is also known to bind mSIN3A, mSDS3, and ARID4A [14], we postulated that ARID4B might physically bind BRMS1. Proteomics screens to identify BRMS1 interacting proteins also support this association: in a yeast two-hybrid screen for proteins binding full-length BRMS1, ARID4B was the number one hit identified, and ARID4A and mSDS3 were also detected (unpublished data). In a separate screen, mass spectrometry was performed to identify mSIN3A binding proteins in MCF10A human breast epithelial cells. Peptides representing endogenous ARID4B and BRMS1 were detected, providing further evidence for this interaction and demonstrating that it is not simply an artifact of supraphysiologic expression in transfected cells (Douglas Hurst; personal communication). To validate this interaction we performed co-IPs using lysates from 293 cells transiently transfected with the FLAG-tagged AKR or DBA variants of ARID4B along with either HA- or myc-tagged BRMS1. HA-BRMS1 was readily detected following pull-down of ARID4B using an anti-FLAG antibody (Figure 6A). Likewise, ARID4B was efficiently co-precipitated with myc-BRMS1 (Figure 6B). Unlike the associations with mSIN3A and mSDS3 however, the AKR and DBA variants of ARID4B did not exhibit differential binding to BRMS1. One possible explanation for this observation is that BRMS1 binds to a different region of ARID4B than the polymorphic C-terminal domain that mediates binding to mSIN3A.

**Figure 6:**
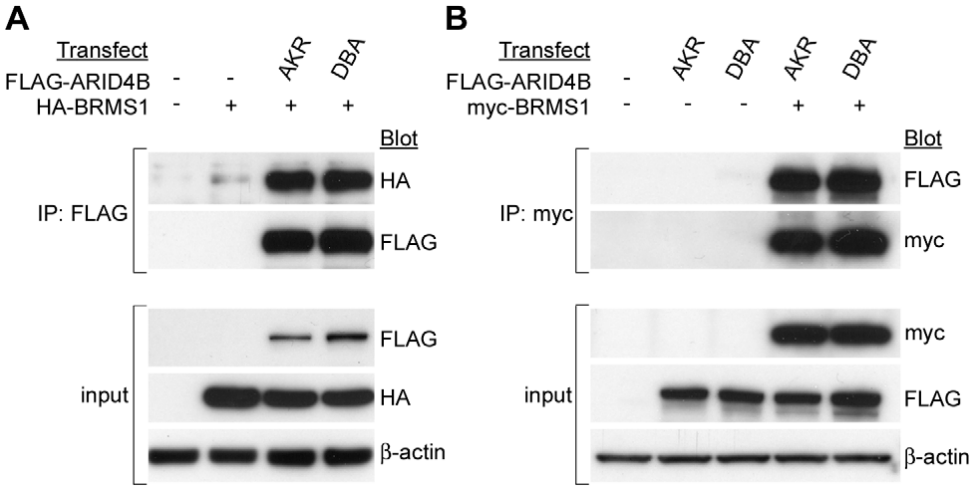
ARID4B binds BRMS1. HA-BRMS1 was coprecipitated with FLAG-ARID4B (A) and FLAG-ARID4B was coprecipitated with myc-BRMS1 (B). No difference in binding to BRMS1 was observed between the AKR and DBA alleles of ARID4B.

### *Arid4b* regulates the metastasis-associated TPX2 gene network

Because little is known about the specific cellular processes regulated by *Arid4b* that might influence the metastatic phenotype, we performed expression microarray analysis on the 6DT1 cell lines stably expressing *Arid4b* shRNAs to identify genes that are differentially expressed as a function of *Arid4b* levels. 

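Gene expression was measured in 6DT1 cells, a mouse mammary carcinoma line, on 5 single-colour Affymetrix Mouse Gene 1.0 ST arrays. Each array held RNA from 1 line, and the stable lines were pooled clones. Lines H3 and H4 carried *Arid4b* hairpins that lowered ARID4B protein and formed the *Arid4b* knockdown cohort (n = 2 lines). The control cohort (n = 3 lines) held line H5, the line with the scrambled hairpin and the untransduced cells, the last being the line that had not been selected with puromycin. The authors normalized the arrays with RMA in Partek Genomics Suite, and the deposited values are log2 expression values. The median over all probe sets was 6.35 in H3, 6.24 in H4, 6.25 in H5, 6.24 in the scrambled control and 6.25 in untransduced cells, and the SD over all probe sets was 2.25 in H3 against 2.29 to 2.30 in the other lines, so that values were less spread on the H3 array. Of 35556 probe sets, 21789 had 1 gene symbol, 1621 had several and 12146 were unnamed here. The probe set with the highest mean was taken for each gene, which gave 19938 genes. The cohorts were compared with limma, and gene lists written down before the data were examined were compared with camera. The lists were written after Table 1 of the paper had been read. Because each line was arrayed once, p-values measure the spread between lines, which may be partly technical, and the number of arrays limits the precision.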

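*Arid4b* mRNA was lower in both lines with the H3 and H4 hairpins than in any of the 3 control lines. Its log2 expression was 6.88 in H3 and 7.35 in H4, against 8.24 in H5, 8.34 in the scrambled control and 8.36 in untransduced cells. The control mean was 8.31 ± 0.06 (SD, n = 3 lines), and the log2 fold change of the knockdown cohort was -1.20 (standard error 0.15, adjusted p = 0.217 from limma over all genes). In the labels of the lines, ARID4B densitometry relative to the scrambled control was 0.19 in H3, 0.15 in H4, 1.02 in H5 and 1.09 in untransduced cells, so that H3 had the lower mRNA and H4 the lower protein. *Arid4a*, the paralog of *Arid4b*, had a log2 fold change of -0.19 (standard error 0.06). Of 18 measured genes of the mSIN3A complex, the histone deacetylase complex to which ARID4B belongs, 7 were lower, none was higher and 11 did not pass an unadjusted p under 0.05 from limma. Besides both Arid4 genes, *Sap130* (log2 fold change -0.33), *Sap18* (-0.35) and *Brms1* (-0.29), which encode subunits of the complex, were among the 7. Adjusted over the list alone, 1 gene was lower, *Arid4b* itself, and none was without H5, without the scrambled control, without the untransduced line or with an unmoderated equal-variance test. Adjusted over all genes none was lower. Without the untransduced line 2 genes of the complex were lower at the unadjusted threshold, without H5 3, and without H3 or H4 4 each. The median of the list was -0.21 (adjusted p = 1.37e-05 from camera, and adjusted p = 0.242 with an estimated correlation).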

Based on the western blot densitometry shown in Figure 4A–4B cell lines expressing hairpins H3 and H4 were chosen to represent the *Arid4b* knockdown cohort, and the control cohort consisted of untreated 6DT1 cells and lines expressing the scrambled control shRNA or hairpin H5. We detected 2,048 unique genes whose expression was significantly different (p<0.05, ANOVA) between the two groups and those with the greatest fold change are summarized in Table 1. 

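The largest differences between the cohorts lay in both directions. *Sprr1b*, which encodes a small proline-rich protein of the cornified envelope, had a log2 fold change of 1.55 (standard error 0.10), and its relative *Sprr1a* one of 1.10 (standard error 0.29). *Btg2*, an antiproliferative gene and a target of p53, had a log2 fold change of 1.47 (standard error 0.21), *Fndc10* one of 1.44, *Ctxn1* one of 1.23, *Pmm1*, a phosphomannomutase, one of 1.19, *Tcim* one of 1.10, *Zmat3*, another p53 target, one of 1.07, *Gm5617* one of 1.06 and *Trp53inp1* one of 1.05. Among the genes lower in the knockdown lines, *Cenpi*, a centromere protein, had a log2 fold change of -1.79 (standard error 0.35), *Kif2c*, a microtubule-depolymerizing kinesin, one of -1.77 (standard error 0.11), *Ccne2*, which encodes cyclin E2, one of -1.68, *Adgrf5* (*Gpr116*), an adhesion receptor, one of -1.57, *P4ha3*, a prolyl hydroxylase of collagen, one of -1.56, *Kif4* one of -1.53, *Slf1* one of -1.48, and *Ncapg2*, a condensin subunit, one of -1.47. These genes were taken from those in which both knockdown lines lay beyond all 3 control lines. Of them, *Sprr1a*, *Fndc10*, *Tcim* and *Slf1* are not in Table 1 of the paper. An unmoderated equal-variance test gave p = 0.0511 for *Sprr1a* and 0.0562 for *Tcim*, which miss the paper's threshold of 0.05. It gave 0.028 for *Fndc10* and 0.0279 for *Slf1*, which pass it. That test came within 1.5 times of the paper's p-value for only 1 of the 20 genes of Table 1. It therefore does not settle the reason. Over all 19938 genes, 2383 passed an unadjusted p under 0.05 from limma, the threshold of the study, with 866 higher and 1517 lower in the knockdown lines. None passed an adjusted p under 0.05, and the smallest adjusted p was 0.147; an unmoderated equal-variance test gave 1422 genes at the same unadjusted threshold and 3 after Benjamini-Hochberg adjustment. These 3, named after their values had been seen, varied little within the cohorts: *Olfr281* (log2 fold change 0.028) and *Olfr552* (0.014), with the same deposited value in several lines and an unadjusted p of 0.501 and 0.724 from limma, and *Dusp28* (0.258), with an SD within the cohorts of 0.00351. Both knockdown lines lay above all control lines in 13.9% of genes and below them in 13.5%. Over the 10 ways to set 2 lines against 3 the means of these shares were 7.3% and 7.7%. For H5 with the untransduced line against the rest they were 14.4% and 13.1%. That split also kept H3 and H4 on the same side, so that it is not free of the knockdown difference. The share of higher genes among those past the unadjusted threshold was 36.3%, and it was 20.0% of 2550 genes with the array medians subtracted and 49.4% of 2632 genes after another quantile normalization. The count of genes at the unadjusted threshold was 1184 without H5 and 1519 without the untransduced line. Without H3 or H4 no count over all genes is given. With 1 knockdown line the spread between lines comes from the control lines alone.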

While the most highly upregulated genes function in pathways with diverse biological roles, it was noted that among the most downregulated genes were multiple factors associated with centromeres (*Cenpi*, *Cenpq*), microtubule and spindle dynamics (*Kif2c*, *Kif4a*, *Sass6*), and cell cycle regulation (*Ccne*, *Cdc25c*). 

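The lists of centromere, spindle, G2 and mitosis, and G1 to S genes were lower in the knockdown lines by camera with the preset correlation. With an estimated correlation they did not pass, with adjusted p = 0.242 for each but the G2 and mitosis list, at 0.272. Of 38 genes of the centromere and kinetochore, 30 were lower and none was higher at an unadjusted p under 0.05 from limma, the same 30 in number when adjusted over the list alone and 0 when adjusted over all genes. *Cenpq* (log2 fold change -1.43, standard error 0.29) and *Ska3* (-1.34, standard error 0.28), a subunit of the complex that couples kinetochores to microtubules, were among them. Of 28 genes of mitotic kinesins and the spindle, 25 were lower and none was higher, again 25 adjusted over the list alone. In this group *Sass6*, which starts the assembly of centrioles, had a log2 fold change of -1.43 (standard error 0.14) and lay at 7.20 in H3 and 7.24 in H4 against 8.65 ± 0.22 (SD, n = 3) in the control lines. Of 29 regulators of G2 and mitosis, 27 were lower and none was higher (27 adjusted over the list alone), with *Cdc25c*, the phosphatase that activates the mitotic cyclin-dependent kinase, at -1.44 (standard error 0.26) and *Trip13* at -1.42. Of 53 genes of the G1 to S transition and DNA replication, 44 were lower and none was higher (28 adjusted over the list alone), among them *Wdhd1* (-1.23), *Dbf4* (-1.20) and *Fen1* (-1.13), which act at replication forks or origins. The medians of the 4 groups were -0.87, -1.13, -0.96 and -0.74, in that order. Camera gave adjusted p values of 4.67e-24, 9.21e-20, 1.2e-18 and 3.26e-28 for them with the preset correlation. The preset correlation was 0.01, while the estimated ones were 0.71, 0.75, 0.91 and 0.77. The preset therefore treats genes that moved together as nearly independent. The counts of lower genes at the unadjusted threshold were 18, 18, 14 and 10 without H4, 22, 13, 9 and 19 without H5, 21, 12, 8 and 24 without the untransduced line, and 21, 12, 8 and 20 with the unmoderated equal-variance test. Adjusted over each list alone, the counts of lower genes were 27, 27, 27 and 25 without H3, 14, 15, 1 and 0 without H4, 0, 2, 0 and 0 without H5 and likewise with the unmoderated test, 32, 2, 0 and 38 without the scrambled control, and 0, 2, 0 and 1 without the untransduced line. These lists hold 7 entries from Table 1, which was chosen on these samples, and their medians without those genes were -0.81, -1.11, -0.95 and -0.74.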

Consistent with this observation were the results of pathway analysis conducted to identify biological functions impacted as a consequence of *Arid4b* knockdown (Table 2). 

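The lists of checkpoint, DNA repair, centriole and condensin genes were lower in the knockdown lines by camera with the preset correlation. With an estimated correlation they did not pass, with an adjusted p of 0.223 for the checkpoint, centriole and condensin lists and 0.242 for the repair list. Of 26 genes of checkpoint control, 15 were lower, none was higher and 11 did not pass an unadjusted p under 0.05 from limma, and 13 were lower when adjusted over the list alone. The checkpoint kinases *Chek1* and *Chek2* had log2 fold changes of -1.27 (standard error 0.28) and -1.19 (standard error 0.23), and *Ttk*, a kinase of the spindle checkpoint, one of -1.14 (standard error 0.29). Of 54 genes of DNA repair, 30 were lower and 1 was higher (15 and 1 adjusted over the list alone), with *Exo1*, an exonuclease, at -1.30, *Dna2*, a nuclease and helicase, at -1.19, and *Fanci* and *Fancd2* of the Fanconi pathway at -1.15 and -1.14. Of 41 genes of the centriole and centrosome, 21 were lower and none was higher (16 adjusted over the list alone), with *Nek2* at -1.24, *Plk4*, the kinase that controls centriole duplication, at -1.10, and *Stil* at -0.99. Of 20 genes of condensin and cohesin, 14 were lower and none was higher (11 adjusted over the list alone), with *Ncapg* at -1.25, *Smc2* at -1.10 and *Esco2* at -1.06. No gene of these lists passed the adjusted threshold over all genes. Table 2 of the paper holds checkpoint control, DNA repair and centriole functions found on these same arrays. The lists of those names are therefore not independent evidence for it. The medians of the checkpoint, repair, centriole and condensin lists were -0.64, -0.34, -0.34 and -0.43, with adjusted p values of 2.21e-13, 4.73e-15, 5.78e-18 and 3.65e-11 from camera with the preset correlation. The counts of lower genes at the unadjusted threshold in that order of lists were 14, 12, 17 and 8 without H4, 10, 16, 16 and 6 without H5, 8, 19, 18 and 5 without the untransduced line, and 8, 15, 17 and 7 with the unmoderated equal-variance test. Adjusted over each list alone, the counts of lower genes were 8, 8, 9 and 12 without H3, 3, 0, 9 and 1 without H4, 0, 0, 2 and 0 without H5 and likewise without the untransduced line, 7, 23, 15 and 6 without the scrambled control, and 0 in each list with the unmoderated test.

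**Figure D1:**
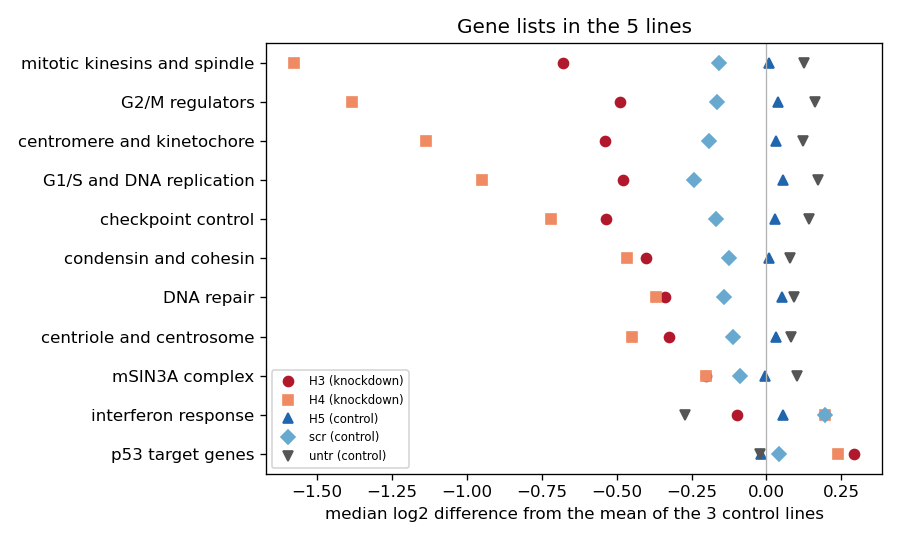
Median log2 difference of each gene list (rows) in each of the 5 lines (points) from the mean of the 3 control lines, on the horizontal axis. H3 and H4 lie to the left of the control lines in the cell cycle lists, with H4 at -1.38 and H3 at -0.49 for the regulators of G2 and mitosis, and to the right of them for the p53 target genes.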

The most differentially regulated processes based on gene ontology were checkpoint control and DNA repair, and processes related to centrosome, centriole, and chromosome dynamics.

**Table 1:** Genes most highly up- or down-regulated following *Arid4b* knockdown.

Gene	Fold Change	p-value
*Sprr1b*	2.931	2.31E−02
*Btg2*	2.761	7.99E−03
*Ctxn1*	2.341	1.93E−02
*Pmm1*	2.274	1.44E−03
*Zmat3*	2.097	8.27E−03
*Gm5617*	2.080	1.88E−02
*Tp53inp1*	2.065	2.32E−02
*Sesn2*	1.998	5.59E−04
*Gramd1a*	1.965	1.30E−02
*Ak1*	1.946	6.52E−03
*Cenpi*	−3.457	9.76E−03
*Kif2c*	−3.403	2.56E−04
*Ccne2*	−3.198	4.00E−03
*Gpr116*	−2.975	2.21E−04
*P4ha3*	−2.937	4.32E−02
*Kif4a*	−2.882	1.41E−02
*Ncapg2*	−2.777	2.49E−02
*Cdc25c*	−2.709	8.10E−03
*Cenpq*	−2.702	1.04E−02
*Sass6*	−2.701	8.76E−04

**Table 2:** Cellular processes regulated by *Arid4b* knockdown.

Biological function	z-score	p-value	# of genes
Checkpoint control	−2.833	1.29E−16	33
DNA repair	−2.660	2.93E−12	58
Cycling of centrosome	−2.914	3.95E−10	21
Formation of centriole	−2.565	8.44E−09	12
Replication of centriole	−2.268	5.77E−08	11
S phase checkpoint control	−2.119	1.58E−07	10
Repair of cells	−2.168	8.06E−07	18
Orientation of chromosomes	−2.386	2.06E−06	11
Transcription	−2.670	2.50E−05	259
Damage of chromosomes	2.157	4.02E−04	9
Cell death	2.172	6.06E−04	28
DNA damage	2.190	2.05E−03	24

Biological processes are listed in order of statistical significance after applying a cutoff based on z-scores with an absolute value greater than 2. Negative z-scores indicate downregulation; positive z-scores indicate upregulation.

In examining the microarray data we noticed a striking overlap between genes downregulated in the *Arid4b* knockdown lines and components of the TPX2 gene network. This transcriptional network was recently identified based on expression profiling of three mouse data sets and two human breast cancer data sets [6]. The TPX2 network is tumor cell-autonomous and conserved across species, its activation is predictive of reduced distant metastasis-free survival (DMFS) in ER-positive patients, and the nine common hub genes in the TPX2 signature (*TPX2*, *BUB1*, *UBE2C*, *CDC20*, *CCNB2*, *KIF2C*, *BUB1B*, *CEP55*, *CENPA*) that were conserved across all five data sets consist primarily of genes involved in microtubule and mitotic spindle function. To determine how *Arid4b* levels influence the activation state of the TPX2 network, the fold changes of the 311 TPX2 network genes were examined in the *Arid4b* knockdown lines. Compared to control cell lines, 119 network genes were significantly downregulated (p<0.05) including *Tpx2* itself and the other eight common hub genes, versus only 5 network genes upregulated (Figure 7; high resolution available as Figure S3). 

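All 9 hub genes were lower in H3 and in H4 than in each of the 3 control lines. *Tpx2*, which nucleates spindle microtubules, had a log2 expression of 9.32 in H3 and 8.50 in H4 against 10.04 ± 0.19 (SD, n = 3 lines) in the control lines, a log2 fold change of -1.13 (standard error 0.27, adjusted p = 0.313 from limma over all genes). *Cep55*, which acts in the final separation of daughter cells, had a log2 fold change of -1.42 (standard error 0.34), and *Bub1b* and *Bub1*, kinases of the spindle checkpoint, had -1.20 (standard error 0.29) and -1.10 (standard error 0.34). *Ccnb2*, a mitotic cyclin, had -0.96, *Cdc20* and *Ube2c*, which drive the degradation of mitotic proteins, had -0.93 and -0.64, and *Cenpa*, the centromeric histone, had -0.89. H4 lay below H3 in all 9 hub genes, by the least in *Kif2c*, with 8.48 in H3 and 8.44 in H4. All 9 genes passed an unadjusted p under 0.05 from limma and 9 passed when adjusted over the list alone, while none passed over all genes. With the unmoderated equal-variance test 5 passed unadjusted and 1 adjusted over the list alone. With limma 7 passed the unadjusted threshold without H4, 6 without the scrambled control, 5 without H5 and 5 without the untransduced line. Adjusted over the list alone, 9 passed without H3, 7 without H4, and 1 each without H5, without the scrambled control and without the untransduced line. The median of the hub genes was -0.54 in H3 and -1.54 in H4 relative to the control mean. For the list as a whole camera gave an adjusted p = 2.62e-09, and adjusted p = 0.242 with an estimated correlation. The remaining genes of the network were not analysed here. From the fold changes of the network genes in the knockdown lines, the paper states that *Tpx2* and the other hub genes were downregulated together with a larger part of the network than was upregulated.

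**Figure D2:**
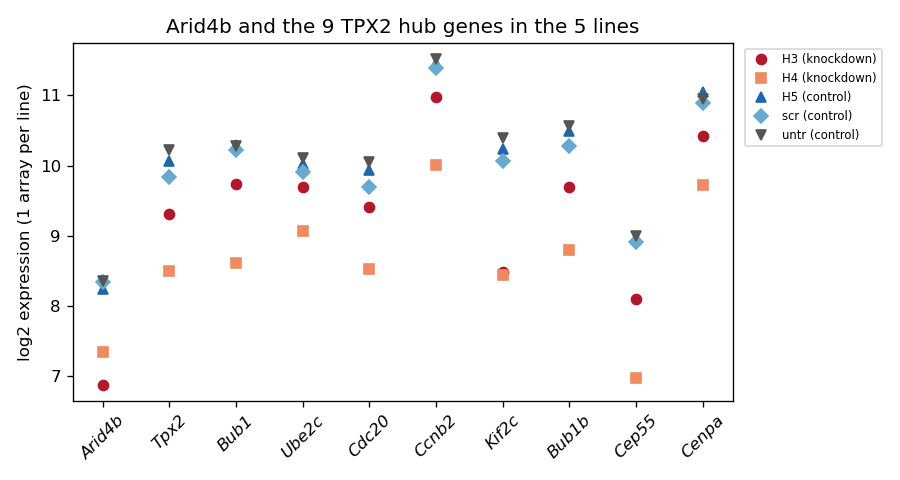
Log2 expression (vertical axis) of *Arid4b* and the 9 hub genes in each of the 5 lines, with 1 point per line and array. H3 and H4 lie below the 3 control lines for every gene, for *Tpx2* at 9.32 and 8.50.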

The downregulation of this gene network concomitant with the inhibition of metastasis observed in the *Arid4b* knockdown lines provides further support for the role of the TPX2 network in metastatic susceptibility and suggests that a significant portion of this network may be regulated by *Arid4b*.

**Figure 7:**
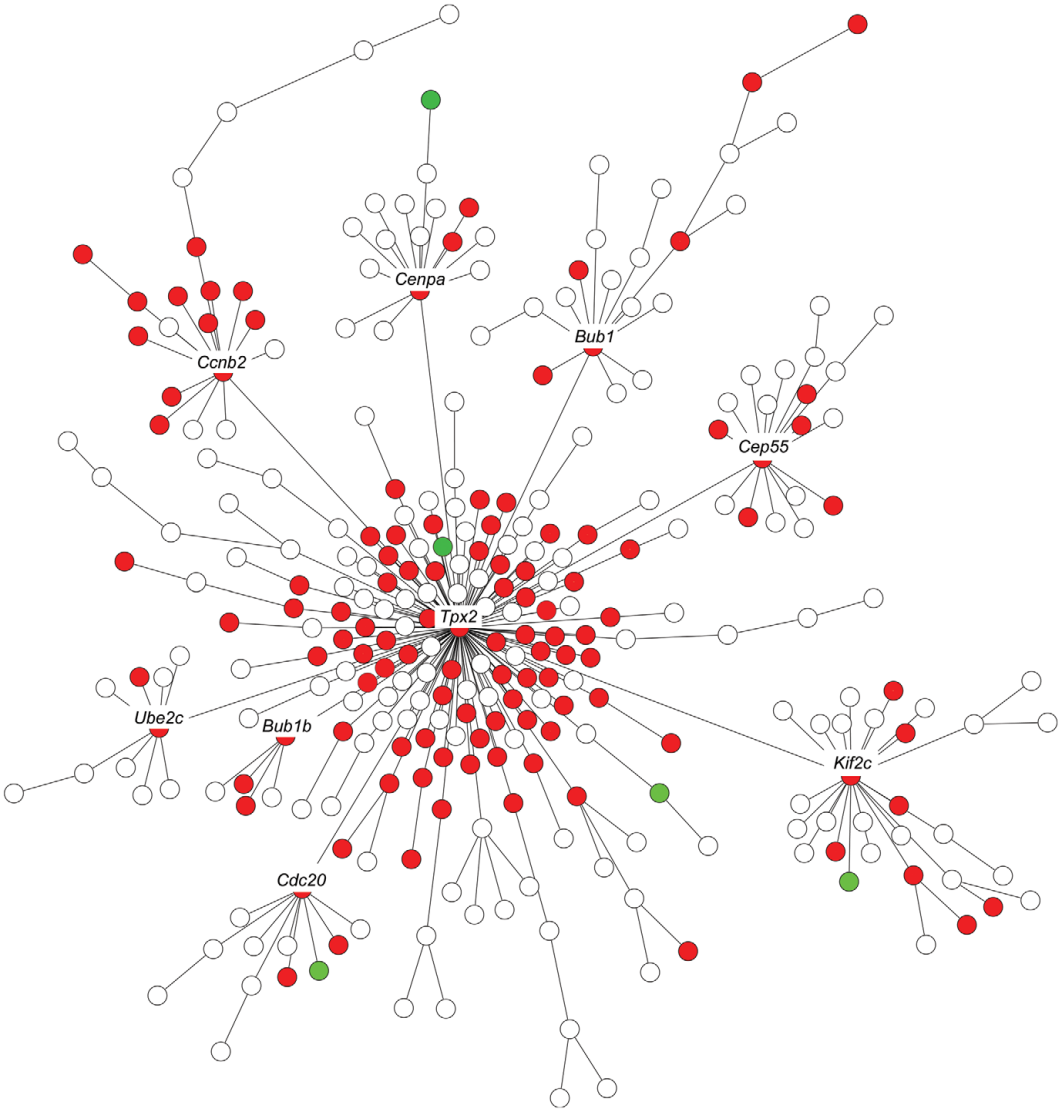
Expression of *Tpx2* network genes in *Arid4b* knockdown cell lines. The nine labeled hub genes were conserved across mouse and human breast cancer data sets. Red indicates statistically significant (p<.05) downregulation; green indicates upregulation.

### High *Arid4b* expression predicts poor clinical outcome

Because *Arid4b* was identified as a candidate gene in part based on differential expression between high and low metastatic strains of mice in the AKXD panel, and because *Arid4b* expression levels were associated with tumor growth and metastasis in mice as well as the activity of the metastasis-associated TPX2 network, we tested whether *ARID4B* expression alone correlated with human patient outcomes. A search of publically available breast cancer microarray data sets using Oncomine (Compendia Bioscience, Ann Arbor, MI) revealed that *ARID4B* expression was 2.3-fold higher in 40 ductal breast carcinoma samples compared to 7 normal breast tissue samples in the Richardson study [15], confirming that high *ARID4B* expression is clinically associated with breast cancer (Figure S4). Analysis of a pooled breast cancer dataset using GOBO (http://co.bmc.lu.se/gobo/) [16] showed that among the subgroup of patients with ER-positive tumors, the cohort with high expression of *ARID4B* had significantly reduced DMFS compared to the low or median *ARID4B* cohorts (Figure 8). Because this association was significant among patients with ER-positive tumors who were lymph node negative at the time of diagnosis (Figure 8A), this finding indicated that *ARID4B* expression level is predictive of patient progression to metastatic disease. As determined by multivariate analysis (Figure 8B), the hazard ratio compared to the high *ARID4B* tercile was 0.54 for middle *ARID4B* (95% C.I. = 0.33–0.89; p = .015) and 0.42 for the low *ARID4B* tercile (95% C.I. = 0.26–0.70; p = 7.51×10∧−4), indicating that patients with tumors expressing high levels of *ARID4B* are approximately twice as likely to develop metastatic disease. The association of *ARID4B* with reduced DMFS was also highly significant among ER-positive patients not receiving adjuvant therapy (Figure 8C–8D), indicating that *ARID4B* expression level plays a significant role in the natural metastatic progression of ER-positive breast cancer in human patients and its relevance is not confined solely to our mouse model systems.

**Figure 8:**
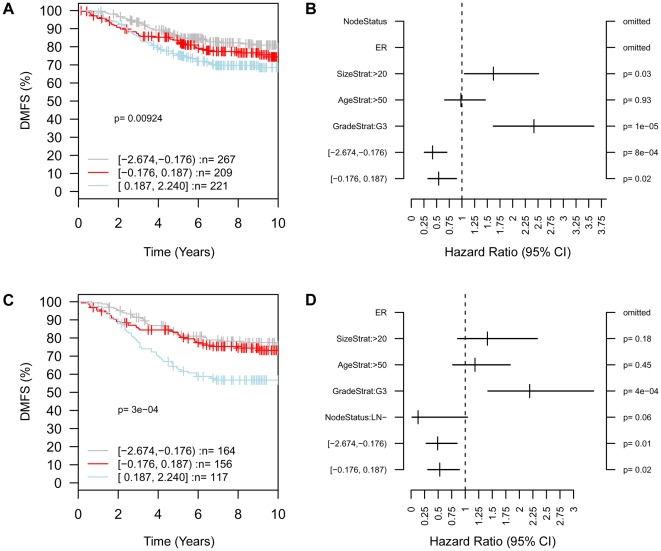
High expression of *ARID4B* is associated with poor clinical outcome. In patients with ER-positive tumors who were node negative at diagnosis (A) distant metastasis-free survival (DMFS) was significantly lower (p = .009) in patients with high expression (blue) compared to middle (red) or low (gray) expression of *ARID4B*, and multivariate analysis of 440 cases (B) was performed to determine metastatic progression hazard ratios of 0.54 and 0.42 for median and low *ARID4B* terciles, respectively, compared to the high *ARID4B* tercile. The association of high *ARID4B* with poor DMFS was also highly significant (p = 3.05×10∧−4) among ER-positive patients in the absence of adjuvant therapy (C) with similar hazard ratios (D) of 0.53 and 0.49 for middle and low *ARID4B* groups compared to high *ARID4B*.

## Discussion

*Arid4b* was identified as a candidate gene of interest through linkage and expression correlation analyses, and the *in vitro* and *in vivo* data presented here provide the first direct evidence of a causal role of *Arid4b* in mammary tumor progression and metastasis. The initial QTL analysis revealed association with *Arid4b* on proximal chromosome 13, and *Arid4b* was among the most highly correlated genes with the most significant *p* values in the subsequent eQTL analysis in the AKXD recombinant inbred panel. It was noted that although AKR/J is the more highly metastatic of the two parental strains, progression was associated with the DBA/2J allele, suggesting that the metastasis promoting influence of *Arid4b* is likely masked by other suppressive factors in a pure DBA/2J background. Although the AKXD recombinant inbred panel lacks the power to detect these epistatic interactions, ongoing experiments using the latest generation of recombinant inbred mice including the Collaborative Cross [17], [18] will enable higher resolution QTL mapping and more robust systems genetics analyses going forward.

Mouse *Arid4b* encodes a protein of 1314 amino acids that shares 89% identity and 95% similarity to the 1312 amino acid human protein. Alternate nomenclature includes breast cancer-associated antigen 1 (BRCAA1), retinoblastoma-binding protein-1-like protein-1 (RBP1L1), and mSIN3A-associated protein of 180 kDa (SAP180). Indeed, there are multiple lines of evidence implicating *Arid4b* in breast cancer. A ten amino acid peptide was found to represent an antigen epitope expressed in 65% of breast cancer specimens and was significantly upregulated in the sera of breast cancer patients compared to healthy donors [19]. ARID4B was also found to associate with the mSIN3A HDAC complex [5], which is in turn known to be bound by the breast cancer associated tumor suppressor ING1 [20], [21], the well-characterized breast cancer metastasis suppressor BRMS1 [13], and the ARID family homolog ARID4A/RBP1 [22], which has also been identified as a breast cancer associated antigen [23].

Ectopic expression of *Arid4b* at a physiologically relevant two- to three-fold increased level resulted in a 3-fold increase in orthotopic tumor mass relative to controls for Met-1 cells expressing the DBA allele, while the AKR allele induced 1.9-fold larger tumors versus control cells. To our knowledge, this is the first direct evidence that *Arid4b* upregulation promotes tumor growth. Although Met-1 orthotopic tumors do not readily metastasize in our experience, transwell assays *in vitro* demonstrated that upregulation of either allele of *Arid4b* increased tumor cell migration and invasion, consistent with a role of *Arid4b* in metastatic progression, and cells expressing the DBA allele were significantly more migratory and invasive than cells expressing the AKR allele. While stable upregulation of *Arid4b* did not induce Met-1 cells to metastasize with any greater frequency, stable knockdown of *Arid4b* in the highly metastatic 6DT1 cell line did cause a dramatic reduction in pulmonary metastases, raising the possibility that *ARID4B* may represent a novel therapeutic target. Taken together, the results of the orthotopic implantation and transwell assays are broadly consistent with our genetic linkage and expression correlation analyses that showed an association of the DBA haplotype on chromosome 13 with metastatic progression in the MMTV-PyMT×AKXD mice, and validate a functional role of *Arid4b* polymorphism in modulating the breast cancer phenotype.

While the molecular mechanisms of *Arid4b* are incompletely understood, an examination of its sequence and conserved domains provides further insight into its potential functions. Arid4b contains a nuclear localization signal (NLS) towards the C-terminus as well as conserved Tudor, RBB1NT, ARID/BRIGHT, and Chromo domains in the N-terminal half of the protein. The ARID domain mediates binding to DNA, although the affinity for AT-rich sequences varies among members of the Arid superfamily [24], [25]. The RBB1NT domain is present in many Rb binding proteins including ARID4A, although it is noteworthy that unlike ARID4A, ARID4B does not contain the LCXCE motif necessary for RB binding [26], and no interaction was observed when we attempted to co-IP ARID4B with RB (data not shown); therefore, the function of the RBB1NT domain of ARID4B remains uncertain. Tudor domains are present in many RNA binding proteins [27] and also bind methylated lysine residues on histone tails [28]. Chromo domain-containing proteins have also been shown to bind methylated lysines and mediate the recruitment of chromatin modifying complexes [29]. Because mSIN3A itself lacks intrinsic DNA binding capability, targeting of mSIN3A-associated HDAC activity depends on interactions with other transcription factors including Mad1 and KLF repressors among others [30]. The presence of putative DNA and histone binding domains in the N-terminal half of ARID4B suggest that its influence on mammary tumor progression involves directing the HDAC activity of mSIN3A complexes to chromatin. This is supported by our observations that the high and low metastatic alleles of ARID4B have a dense cluster of amino acid polymorphisms in the C-terminal domain and bind with different affinities to mSIN3A and mSDS3, though the biochemical significance of this observation remains to be determined. Diminished expression levels or binding affinity of ARID4B may allow mSIN3A to be bound by other proteins with different DNA sequence specificity, perhaps not resulting in a global change in the abundance of any one particular histone mark but rather altering the expression of different subsets of genes.

It is noteworthy that the pro-metastatic ARID4B and the metastasis suppressive BRMS1 bind each other and also to the mSIN3A complex *in vitro*. This observation reinforces the significance of the mSIN3A complex in metastatic progression, and it is tempting to speculate that an HDAC complex may be caught in a molecular tug-of-war between these two metastasis modifier genes. However, the mSIN3A complex is modular in nature and interacts with a great variety of transcriptional regulators [30], [31]. Many different complexes exist, and their precise composition and function within the context of breast cancer are not well understood. Further studies will be necessary to define a role, if any, for the ARID4B-BRMS1 interaction in human disease.

While *ARID4B* expression was not a significant predictor of DMFS across all patients in a meta-analysis of an 1,881 sample data set, statistical significance emerged when patients were stratified based on ER status. The observation that *ARID4B* is predictive of metastatic progression only in ER+ patients is consistent with the identification of *Arid4b* as a candidate gene in the context of the MMTV-PyMT mouse model system, in which tumors arise from a predominantly ER+ luminal epithelial cell population [32]. Loss of ER and PR is detected during progression to late carcinomas, however in a systematic analysis of gene expression profiles these late PyMT tumors clustered most closely with human luminal tumors [33], which are ER+. Also consistent with *ARID4B* promoting metastatic progression of ER+ tumors is our observation that *Arid4b* knockdown caused a significant downregulation of the core components of the *Tpx2* gene network. The *TPX2* signature was tumor cell autonomous and predictive of DMFS only in those patients who were ER+ at diagnosis, and was distinct from a CD53 network that was associated with ER-negative stromal components [6]. Polymorphisms in several other tumor cell autonomous metastasis susceptibility genes identified in our laboratory including *Sipa1*, *Rrp1b*, and *Brd4* are prognostic only in ER+ patients [9], [34]–[37], and stable expression of *Brd4* can also differentially regulate the *Tpx2* network [6]. The association of multiple metastasis susceptibility genes with a transcriptional network comprising many cell cycle and mitotic spindle checkpoint regulatory genes highlights the possibility that these cellular functions are critical determinants of metastatic efficiency. Further experiments are underway in our laboratory to determine whether upregulation of the *TPX2* network is causative in promoting metastasis.

## Materials and Methods

### Identification of *Arid4b* germline polymorphisms

Using genomic DNA from AKR/J and DBA/2J mice as templates, PCR was performed to amplify the protein coding region, exons 2 through 24 (Table S1). PCR Products were subjected to agarose gel electrophoresis, bands isolated using the QIAquick Gel Extraction kit (Qiagen) according to manufacturer's recommendations, and used as templates for sequencing. All sequencing runs were performed by the DNA Sequencing and Gene Expression Core, NCI, Bethesda, MD. Genomic sequences for the AKR and DBA alleles were aligned using pairwise BLAST [38] and non-synonymous polymorphisms verified by manual comparison of chromatograms using Chromas software (Technelysium).

### Expression vectors

V5-tagged AKR and DBA alleles of *Arid4b* were generated using long range PCR with forward primer 5′-AACAAAGGTGCAGGTGAAGC-3′ and reverse primer 5′-CCTGCACTCAACTGACATTCCATTC-3′ to amplify *Arid4b*, and PCR products were cloned into pcDNA3.1/V5-His-TOPO (Invitrogen). FLAG-tagged *Arid4b* vectors were constructed by the Protein Expression Laboratory, SAIC-Frederick, Inc. using Gateway technology (Invitrogen). Briefly, the AKR or DBA allele of *Arid4b* was PCR amplified and cloned into entry vector pDonr-253, then subcloned by Gateway LR recombination into pDest-737 to generate an expression construct with CMV promoter and N-terminal 3xFLAG tag. Full-length BRMS1 was epitope tagged at the N-terminus by PCR with the HA or myc tag sequence incorporated into the forward primer and cloned into pCMV or pcDNA3-hygro (Invitrogen), respectively. Correct sequences of all vectors were confirmed prior to use.

### Cell culture and stable cell lines

Met-1 cells [10] were a gift from Dr. Robert Cardiff (University of California, Davis, CA). 6DT1 cells [11] were a gift from Dr. Lalage Wakefield (NCI, NIH, Bethesda, MD). HEK293 cells were purchased from ATCC (Manassas, VA). Cell lines were maintained in DMEM supplemented with 10% FBS, 2 mM L-glutamine, penicillin and streptomycin. Cells were confirmed to be free of mycoplasma contamination using the MycoAlert detection kit (Lonza).

Met-1 cells seeded onto 10 cm tissue culture plates were co-transfected with 6 µg of the appropriate V5-tagged *Arid4b* construct described above, or pcDNA3.1/V5-His-TOPO/*lacZ* (Invitrogen) as a control vector, plus 600 ng of pSuper.Retro.Puro (Oligoengine) as a selectable marker, using FuGENE 6 transfection reagent. Cells were selected using 1 mg/ml G418 plus 4 µg/ml puromycin and clones derived by limiting dilution. Stable upregulation of *Arid4b* was verified by performing QRT-PCR using forward primer 5′- GGTGAGTGGGAGCTGGTCTA-3′ and reverse primer 5′- ATAAAGGGCCCACTGAAGGT-3′, and western blotting for endogenous and ectopically expressed ARID4B as described below. 6DT1 cells were transduced with one of five different lentiviral shRNAs targeting *Arid4b* (RMM4534-NM_194262, Open Biosystems) or a scrambled control shRNA in the same pLKO.1 vector. Stable cells were selected using 10 µg/ml puromycin and pooled clones were analyzed for *Arid4b* knockdown by western blot.

### Animal studies

Met-1 or 6DT1 stable lines were orthotopically implanted into the fourth mammary fat pad of six week old female NU/J or FVB/NJ mice using 10^5^ cells suspended in 100 µl of PBS per animal. Primary tumors and lungs were harvested 28 days later. All experiments were performed according to the National Cancer Institute Animal Care and Use Committee guidelines.

### Migration and invasion assays

Met-1 cells stably expressing *Arid4b* or *lacZ* were seeded at 75,000 cells per well into invasion chambers coated with Matrigel basement membrane matrix (534480, BD Biosciences) or control chambers lacking Matrigel (354578, BD Biosciences). After 24 hours, cells were fixed in 100% methanol, stained with crystal violet, and mounted onto glass slides using mineral oil. Cells were visualized at 400× magnification and five fields were counted for each of three experiments.

### Co-immunoprecipitations

HEK293 cells were transfected with the V5- or FLAG-tagged AKR or DBA allele of *Arid4b*, with or without HA-BRMS1 or myc-BRMS1 where appropriate, using FuGENE 6 transfection reagent. After 30 hours, cells were harvested in mild IP lysis buffer (25 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 5% glycerol) supplemented with protease inhibitors (11836170001, Roche) and phosphatase inhibitors (P-5726, Sigma). Protein samples were quantitated using Bradford assays. Gammabind G Sepharose beads (17088501, GE Healthcare) were washed twice in NET buffer (50 mM Tris pH 8.0, 150 mM NaCl, 5 mM EDTA, 1% NP-40, 0.5% BSA, 0.04% sodium azide) supplemented with protease and phosphatase inhibitors, and resuspended to form a 50% bead slurry. Lysates were precleared by adding 40 µl of bead slurry and rotating for 30 minutes at 4°C. Samples were centrifuged at 10,000 rpm for 1 minute at 4°C and pre-cleared supernatant transferred to a fresh tube. Anti-V5, anti-FLAG, or anti-myc tag antibodies was added to a final concentration of 1.0 µg/ml and samples rotated for 1 hour at 4°C, then 50 µl of bead slurry was added and co-IPs performed overnight at 4°C. Beads were then washed four times with NET buffer and resuspended in SDS-PAGE sample buffer.

### Western blots and densitometry

NuPAGE precast gels and buffers (Invitrogen) were used according to manufacturers recommendations and gels were transferred onto Immobilon-P (Millipore). Membranes were blocked in TBS with 0.5% Tween-20 (TBST) plus 5% nonfat dry milk for 1 hour at room temperature then incubated with the primary antibody diluted in blocking buffer overnight at 4°C. The following primary antibodies and concentrations were used: anti-Arid4b (1∶3,000; A302-233A, Bethyl Laboratories), anti-V5 (1∶5,000; 37–7500, Invitrogen), anti-mSIN3A (1∶1,000; sc-994, Santa Cruz), anti-mSDS3 (1∶2,000; A300-235A, Bethyl Labs), anti-β-actin (1∶10,000; ab6276, Abcam), anti-FLAG (1∶3,000; F-3165, Sigma), anti-HA (1∶5,000; 11867423001, Roche), anti-myc tag (1∶2,000; 2276, Cell Signaling). After three washes in TBST, membranes were incubated with one of the following horseradish peroxidase conjugated secondary antibodies diluted in TBST plus 0.5% milk for 1 hour at room temperature: anti-mouse (1∶5,000; NA931V, GE Healthcare), anti-rabbit (1∶10,000; sc-2004, Santa Cruz), anti-goat (1∶10,000; sc-2304, Santa Cruz). Membranes were washed an additional three times in TBST and proteins detected using the Amersham ECL Plus system (RPN2132, GE Healthcare) and Amersham Hyperfilm ECL (28906837, GE Healthcare) according to manufacturer's recommendations. Densitometry data were collected and analyzed using a ChemiDoc-It Imaging System and VisionWorksLS software (UVP).

### Expression profiling and network analysis

Total RNA was isolated from pooled clones of 6DT1 *Arid4b* knockdown cell lines using RNeasy kits (Qiagen) and then arrayed on Affymetrix GeneChip Mouse Gene 1.0 ST arrays by the Microarray Core in the NCI Laboratory of Molecular Technology. Expression data were normalized using Partek Genomics Suite to identify genes whose expression was significantly different (p<.05) between the *Arid4b* normal cohort (untreated, scrambled control, and H5 lines) and the *Arid4b* knockdown cohort (lines H3 and H4). The gene list and expression values were then analyzed using Ingenuity Pathways Analysis (Ingenuity Systems, www.ingenuity.com) to identify differentially regulated signaling pathways and biological functions. Expression of the *Tpx2* transcriptional network was visualized and figure generated using Cytoscape software [39]. Microarray data are available through the Gene Expression Omnibus under accession number GSE35731.

## Supporting Information

Figure S1 Interval mapping for metastatic progression in the AKXD recombinant inbred panel. A potential QTL peak was detected on proximal chromosome 13. Likelihood ratio score (LRS) for correlation with metastasis is shown in blue with the AKR genotype in red and the DBA genotype in green.
(TIF) Click here for additional data file.

Figure S2 Quantitation of *Arid4b* expression in stable cell lines. QRT-PCR data (A) was internally normalized to *Ppib* and fold change expressed relative to Met-1 cells stably expressing *lacZ*. Western blots confirm upregulation of the AKR and DBA alleles at the protein level relative to endogenous expression in *lacZ* controls (B).
(TIF) Click here for additional data file.

Figure S3 High resolution map of *Tpx2* network gene expression in *Arid4b* knockdown cell lines. Red indicates statistically significant (p<.05, ANOVA) downregulation; green indicates upregulation.
(TIF) Click here for additional data file.

Figure S4 *ARID4B* mRNA expression in ductal breast carcinoma versus normal breast tissue. Dots represent minimum and maximum values, whisker bars represent 10^th^ and 90^th^ percentiles, boxes represent 25^th^ to 75^th^ percentiles, and center bars represent median values. Fold change was 2.299 and statistical significance was determined by two-tailed t-test. Figure adapted from Oncomine representation of *ARID4B* expression in the Richardson breast cancer data set [15].
(TIF) Click here for additional data file.

Table S1 *Arid4b* exon amplification and sequencing primers.
(DOC) Click here for additional data file.

# Supplementary material for: Allelic Variation and Differential Expression of the mSIN3A Histone Deacetylase Complex Gene Arid4b Promote Mammary Tumor Growth and Metastasis
**Source:** PLoS Genet. 2012 May 31;8(5):e1002735. doi: 10.1371/journal.pgen.1002735
**Supplement:** Table S1 — Arid4b exon amplification and sequencing primers.

Table S1. *Arid4b* exon amplification and sequencing primers.

| **Primer name** | **Primer sequence (5’ to 3’)** |
| --- | --- |
| Exon 2 forward | CTGACCCGGTGTCTTTGTTT |
| Exon 2 reverse | ACCTGAACAGCTTGGGTGAG |
| Exon 3 forward | TGAAGCCTGATTGTAGGGAAA |
| Exon 3 reverse | GGCAACTTTTGGGATAGCTT |
| Exon 4 forward | TTTGTACATGCATGAGCTGCTA |
| Exon 4 reverse | CACCTGAATGCAAACAGTCAA |
| Exon 5 forward | TGCTTTTGGCTTATTGTCCTC |
| Exon 5 reverse | AGCTAGGACTCCACGTACACA |
| Exon 6 forward | GGCCCAAGAAGGACACTTTT |
| Exon 6 reverse | ACCACAGCCACGGTTACATT |
| Exon 7 forward | AGCCTTCCTTGGATGAAAAA |
| Exon 7 reverse | GACATCAGCAGGAGACCTCAG |
| Exon 8 forward | CCTTGGCCTCCTGACTGTTA |
| Exon 8 reverse | AGCCATCTCTTCAGCTCCAC |
| Exon 9 forward | TGTCCTTGGTTCATCCACAA |
| Exon 9 reverse | CATCCTCTTCGAAGCATTCC |
| Exon 10 forward | TGCATGTTAATGGCCTTGTT |
| Exon 10 reverse | TTTCCTAGGCAAAATGCACA |
| Exon 11 forward | GTACCAGGAGCCTTGCACAC |
| Exon 11 reverse | CTAATCCCCCAAGCACACAT |
| Exon 12 forward | TCAAGAAATGTTGCTTGCATT |
| Exon 12 reverse | TTGGTCTATGAGGTTGGGTTG |
| Exon 13 forward | TAATGGAGCCACGGGTTTAG |
| Exon 13 reverse | AGCACAGCTGCAACACATTC |
| Exon 14 forward | TTGAAAGTTTTTCTTTCCATTTGTC |
| Exon 14 reverse | GGGTCAAAGAACACCCACTG |
| Exon 15 forward | AACCCCACGTACTGTTCAGC |
| Exon 15 reverse | TTTGAGGAACTTTACAAAGGATG |
| Exon 16 forward | GTCACCTCCTGTTGCTGACA |
| Exon 16 reverse | CGACTGTATCCAACCAAAGTG |
| Exon 17 forward | GGAACAATCACAGCCACGAT |
| Exon 17 reverse | TCTGTAATAATCACTAGCTGAAACTCA |
| Exon 18 forward | GAGGGTTTAGGAGGGTTTGG |
| Exon 18 reverse | CCATGCCCACACATGTATTT |
| Exon 19 forward | GCTAACATCCAATGCTTTATGTTTT |
| Exon 19 reverse | TGCCTCAGCTTTCCGAGTAT |
| Exon 20A forward | TGGGAGGTAGGGCATTGTAG |
| Exon 20A reverse | TGGTGTCATCTTTGCTTTGG |
| Exon 20B forward | ACAAAACGTGGGAAAAGACG |
| Exon 20B reverse | CCACTGCTCGGAAATTCTGT |
| Exon 20C forward | AGCTTCTCCACCCCATCCT |
| Exon 20C reverse | CAAGCACACAGCTCAACCAC |

Table S1 cont.

| Exon 21 forward | TGCTGGACTGGATGTGTAGC |
| --- | --- |
| Exon 21 reverse | TAGGTGTGCACCAACTGTCC |
| Exon 22 forward | TTGCTAGGCAAGCATTACACA |
| Exon 22 reverse | GCCATGTCTCTCAGGCTCA |
| Exon 23 forward | GCACCAACACACATGGAAAG |
| Exon 23 reverse | TGAAGCTGACAGCGTAAAGAA |
| Exon 24 forward | TGCAGGGATGGCTCCTATAC |
| Exon 24 reverse | TGTGTGTTTGTGTGCCACTG |

How the deposited data were processed for this re-analysis (not part of the article)

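Expression was measured on 5 Affymetrix Mouse Gene 1.0 ST arrays, 1 per 6DT1 line: H3 and H4 in the *Arid4b* knockdown cohort, and H5, the scrambled control and untransduced cells in the control cohort. The lines were assigned to cohorts from the sample labels and the methods. The deposited values are log2 expression values that the authors normalized; the submitters' processing notes name Partek and RMA, and their versions are not given in the sources used here. The log2 scale was checked by recomputing the fold changes of the 20 genes of Table 1, of which all 20 were within 0.002 of the printed values. The table holds 35556 probe sets. The platform annotation listed 23410 of them, of which 21789 had 1 symbol and 1621 had several; genes on the latter are not named. The gene ID of 21698 of the probe sets with 1 symbol was found in a RefSeq gene table of assembly GRCm38.p6, which was used for names and not for coordinates. Of the 19938 genes, 999 had more than 1 probe set, and the one with the highest mean over the 5 arrays was used.

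The cohorts were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over all genes; the prior degrees of freedom were 1.58 beside 3 residual degrees of freedom. Counts are given at an unadjusted p under 0.05, the threshold of the study, and at an adjusted p under 0.05. For 29 gene lists camera was run with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists, and camera with an estimated correlation and fry were alternatives. The lists, the tests, the alternatives and the rule for named genes were written before the data were examined, but after Table 1 had been read. The rule named the genes the study names for these lines, the 10 highest and 10 lowest log2 fold changes among genes with both knockdown lines beyond all control lines, taken at the unadjusted threshold because no gene passed the adjusted one, and up to 4 members of each list. The lists were the TPX2 hub genes, the upregulated and the downregulated genes of Table 1, the mSIN3A complex, centromere and kinetochore, mitotic kinesins and spindle, G2/M regulators, G1/S and DNA replication, condensin and cohesin, checkpoint control, DNA repair, centriole and centrosome, p53 targets, unfolded protein and integrated stress response, interferon response, cholesterol synthesis, glycolysis and hypoxia, ribosome biogenesis and Myc targets, epithelial, mesenchymal, cornified envelope, matrix protease, imprinted, replication-dependent histone, immediate early, ribosomal protein, reference, macrophage and leukocyte, and fibroblast and endothelial genes. *Tp53inp1* and *Kif4a* of Table 1 were matched to *Trp53inp1* and *Kif4*, and *Gpr116* to its current symbol *Adgrf5*.

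The alternatives were an unmoderated equal-variance test per gene (the study names ANOVA without its model), limma with a trend and robust option, subtraction of array medians, another quantile normalization, leaving out the lowest 1 in 3 genes by mean, averaging the probe sets of a gene, array weights, regression on ARID4B densitometry, puromycin selection as a covariate, and leaving out each line in turn; the lists were also tested without the genes of Table 1. Where a knockdown line was left out, the remaining one was assumed to vary like the control lines. The SD of the log2 difference over genes was 0.263 between H3 and H4, against 0.130 to 0.205 between control lines. The assumption may therefore not hold, and counts without H3 or without H4 rest on it. For the lists, the unmoderated test was carried into camera through its statistic, leaving out genes without spread within the cohorts. Leaving out genes with the same value on 2 or more arrays was added after the data had been examined, as were an unmoderated test on linear values and a test with unequal variances for the p-values of Table 1. Ties were examined since 7663 genes (38.4%) had such a tie. The limma step was tested on simulated data with the spread of these 5 arrays over 19938 genes: of the changed genes, 85.1%, 98.5% and 100% were recovered at the unadjusted threshold for log2 changes of 0.5, 1 and 1.5, and 40.3%, 74.6% and 83.3% at the adjusted one, and 5.82% of unchanged genes passed the unadjusted threshold. These shares describe the simulated data and are not recovery rates for the real arrays. There no gene passed the adjusted threshold, including *Cenpi* at -1.79 (adjusted p = 0.29 from limma) and *Kif2c* at -1.77 (adjusted p = 0.147). Figures were drawn with matplotlib 3.10.9.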

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

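The tests of explanations reported here were chosen after the results were seen, apart from the test of H3 alone after quantile normalization. The paper does not describe the 10 gene lists below as groups in the arrays, although the p53 target list holds 5 genes of Table 1, the stress response list 1 and the mSIN3A list *Arid4b* itself. They passed camera with the preset correlation at an adjusted p under 0.05; none passed with an estimated correlation, where the adjusted p ran from 0.223 to 0.767. Their median log2 fold changes were 0.28 for p53 target genes, -0.39 for replication-dependent histones, -0.21 for the mSIN3A complex, 0.13 for ribosomal proteins, -0.12 for reference genes, -0.094 for the unfolded protein and integrated stress response, -0.082 for ribosome biogenesis and Myc targets, 0.080 for macrophage and leukocyte markers, 0.067 for imprinted genes and -0.044 for glycolysis and hypoxia. Of the 12 reference genes 5 were lower and none was higher at the unadjusted threshold, with *Tfrc* at -0.93, *Polr2a* at -0.52 and *Tbp* at -0.20; 0 were lower without H3, without H4 and with array weights, 1 without H5 and with the unmoderated equal-variance test, and 4 without the scrambled control or the untransduced line.

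In both knockdown lines p53 target genes were higher. Of 44 genes on the list 41 were measured, and the rest could not be examined. Of the 41, 21 were higher and 1 was lower at an unadjusted p under 0.05 from limma. Adjusted over the list alone the counts were 16 and 1. They were 8 and 0 without H5, and 9 and 0 with the unmoderated equal-variance test. The medians were 0.29 in H3 and 0.24 in H4 against -0.02 in H5, 0.04 in the scrambled control and -0.02 in untransduced cells. The 5 members that Table 1 also lists are not independent evidence, and without them the median was 0.16 (adjusted p = 6.46e-06 from camera, adjusted p = 0.275 with an estimated correlation). A response to transduction and puromycin selection is argued against by the 4 selected lines, among which the median was still 0.25. The smaller spread of values on the H3 array is argued against by the median of 0.31 after another quantile normalization. A general interferon response to the hairpins is not decided by the interferon list's median of 0.033, because H3 and H4 went opposite ways. In H3 the list lay at -0.10, with 2 of 37 members above every control line and 11 below. There, a raised interferon list did not accompany the p53 target genes. In H4 it lay at 0.20, with 18 members above and 5 below. The scrambled control reached 0.19, with a p53 median of 0.04. Among the selected lines the list was lower in the knockdown lines (-0.11). A target shared by both hairpins other than *Arid4b*, and the state of the cultures, stay open as untested.

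The medians of the cell cycle lists were lower in both knockdown lines, although with an estimated correlation no list passed (adjusted p = 0.272 for G2/M and 0.242 for the centromere, spindle and G1/S lists). They were lower in H4 than in H3; H3 had the lower *Arid4b* mRNA, and H4 the lower ARID4B protein (0.15 of the scrambled control against 0.19). The smaller spread of values on the H3 array does not account for it, since the G2/M median was -0.89 after another quantile normalization and -1.38 in H4 alone. Transduction and selection are argued against by the 4 selected lines, among which the G2/M median was -0.90. Slower growth of both cultures when RNA was taken cannot be told apart from an effect of the knockdown. Each line was 1 culture, and slower growth could itself be such an effect. The median of the G1/S and DNA replication list, at -0.74, may follow from either. The paper found only slight differences in primary tumor mass between the scrambled control, H3 and H4, without statistical significance. Tumor mass is not the growth of the arrayed cultures, so that it does not decide the question. The scrambled control lay between the other control lines and the knockdown lines, with a G2/M median of -0.16 against 0.04 in H5 and 0.16 in untransduced cells.

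The number of genes past the unadjusted threshold depended on which lines were compared. The knockdown pair gave 2383 genes. Among the 10 splits of the arrays into 2 and 3 it was the 1 split with as many. The highest of the others was 1891, for H5 with the untransduced line. That split also kept H3 and H4 on the same side, and 804 of its genes were shared with the knockdown pair. Its G2/M median was 0.80, higher in H5 and the untransduced line, so that it is not free of the knockdown difference. A share under 0.05 cannot be reached with 10 splits. Without H4, 6887 genes passed. After another quantile normalization, H3 alone against the control lines gave 4967 genes and H4 alone 3040, so that the smaller spread of values on the H3 array is not the whole cause by the bound set beforehand, although the H3 count was lower and the genes at the adjusted threshold went from 1266 to 0.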

How the results depend on the processing

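No paired analysis was possible because the lines of the 2 cohorts share no replicate numbers. The causes of the changes below were not tested, except that fewer arrays or genes enter where a line or genes are left out. Over 96 named genes and 15 alternatives, 1435 values kept their direction, and 265 of them no longer passed the unadjusted threshold. In each named gene both knockdown lines lay beyond all 3 control lines. Its direction could therefore not change where a line was left out or only the test was changed. For those alternatives the kept direction is no sign of robustness. The puromycin covariate and leaving out the untransduced line gave the same counts, because only that line was not selected. They are the same fit in effect. The count of genes at that threshold was 2383, and 1422 with the unmoderated equal-variance test, 1287 with array weights, 1519 with puromycin as a covariate and from 1184 (without H5) to 6887 (without H4) when 1 line was left out. At the adjusted threshold it was 0, and 3 with the unmoderated test (*Olfr281*, *Olfr552* and *Dusp28*, which varied little within the cohorts), 4 with the lowest genes left out, 1 with the regression on densitometry, 11 without genes with ties, an alternative chosen after seeing the data, and from 0 to 1266 (without H4) with 1 line left out.

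With an estimated correlation 21 lists no longer passed. They were the TPX2 hub genes (median -1.10), the upregulated (1.06) and downregulated (-1.54) genes of Table 1, the mSIN3A complex (-0.21), the lists of centromere (-0.87), spindle (-1.13), G2/M (-0.96), G1/S (-0.74), condensin (-0.43), checkpoint (-0.64), DNA repair (-0.34), centriole (-0.34) and p53 target genes (0.28), the stress response (-0.094), glycolysis (-0.044), ribosome biogenesis (-0.082), imprinted (0.067), histone (-0.39), ribosomal protein (0.13), reference (-0.12) and macrophage genes (0.080). With fry 17 of these did not pass; both lists of Table 1, the centriole list and the p53 targets did. The medians are those above, since neither test changes them. The other alternatives left the hub, centromere, spindle, G2/M, G1/S, condensin, checkpoint, DNA repair, centriole, p53, histone and mSIN3A lists past the threshold in the same direction.

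Among the other lists the direction changed for interferon genes (median -0.013 with array medians subtracted, -0.004 with array weights, -0.111 with the puromycin covariate). It also changed for cholesterol genes (-0.026 with medians subtracted) and matrix proteases (-0.005 with medians subtracted, -0.013 with the lowest genes left out). Immediate early genes (-0.022 with medians subtracted, -0.002 with the covariate) and ribosome biogenesis (0.011 with the covariate) changed direction as well. Without ties the median of the immediate early genes was 0, which has no direction. Ribosome biogenesis no longer passed with medians subtracted (-0.127), quantile normalization (-0.051), the lowest genes left out (-0.082), array weights (-0.062) or without ties (-0.082), glycolysis with the lowest genes left out (-0.066), array weights (-0.021) or without ties (-0.077), the stress response with the lowest genes left out (-0.094) or without ties (-0.099), imprinted genes with quantile normalization (0.035) or without ties (0.086), and macrophage genes with quantile normalization (0.046). Cornified envelope (0.098) and fibroblast genes (0.17) passed with the lowest genes left out.

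Without H3 the stress response, glycolysis, ribosome biogenesis, imprinted, reference and macrophage lists no longer passed, without H4 the ribosomal proteins and without the scrambled control glycolysis. Without H4 the epithelial and cornified envelope lists passed as higher. The interferon list passed as lower without the untransduced line and with the puromycin covariate, which are the same fit in effect. Its median without H4 was -0.098. With 1 line left out the medians ran from -0.159 to -0.072 for the stress response, -0.111 to 0.195 for interferon, -0.113 to 0.162 for cholesterol, -0.077 to -0.030 for glycolysis, -0.183 to 0.011 for ribosome biogenesis, -0.012 to 0.138 for epithelial, -0.018 to 0.151 for cornified envelope, -0.021 to 0.064 for matrix protease, 0.025 to 0.143 for imprinted, -0.002 to 0.085 for immediate early, 0.050 to 0.222 for ribosomal protein, -0.160 to -0.076 for reference and 0.008 to 0.196 for macrophage genes.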

Differences from the paper's values

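The fold changes of all 20 genes of Table 1 matched within 0.002. The count of genes at p under 0.05 was 2383 with limma and 1422 with the unmoderated equal-variance test, against the paper's 2048. Genes with 1 symbol were counted here, and the paper does not state how it reduced probe sets to unique genes. The p-values of Table 1 differed by more than 1.5 times from those of limma for all 20 genes. Limma gave 3.44e-05 for *Sprr1b*, where the paper gives 2.31e-02, 0.00135 for *Btg2* (the paper 7.99e-03), 0.0108 for *Ctxn1* (the paper 1.93e-02), 0.000233 for *Pmm1* (the paper 1.44e-03), 0.00381 for *Zmat3* (the paper 8.27e-03), 0.0114 for *Gm5617* (the paper 1.88e-02), 0.0107 for *Tp53inp1* (the paper 2.32e-02), 0.00027 for *Sesn2* (the paper 5.59e-04), 0.00654 for *Gramd1a* (the paper 1.30e-02) and 0.000141 for *Ak1* (the paper 6.52e-03). Among the lower genes limma gave 0.00495 for *Cenpi* (the paper 9.76e-03), 2.8e-05 for *Kif2c* (the paper 2.56e-04), 0.00153 for *Ccne2* (the paper 4.00e-03), 4.44e-05 for *Gpr116* (the paper 2.21e-04), 5.6e-05 for *P4ha3* (the paper 4.32e-02), 0.0073 for *Kif4a* (the paper 1.41e-02), 0.0132 for *Ncapg2* (the paper 2.49e-02), 0.00371 for *Cdc25c* (the paper 8.10e-03), 0.00577 for *Cenpq* (the paper 1.04e-02) and 0.000228 for *Sass6* (the paper 8.76e-04).

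None of the alternatives set before the data were examined came within 1.5 times of the paper's p-values for more than 5 of the 20 genes. Leaving out the scrambled control did so for 5 (*Cenpi*, *Kif4a*, *Ncapg2*, *Sass6* and *Cdc25c*). Array weights did so for 4 (*Kif2c*, *Pmm1*, *Sesn2* and *Cdc25c*). Puromycin as a covariate, and likewise leaving out the untransduced line, did so for 4 (*Btg2*, *Gramd1a*, *Pmm1* and *Sesn2*). Leaving out H3 did so for 2 (*Ak1* and *Cdc25c*), leaving out H4 for 2 (*Ak1* and *Cenpq*), leaving out H5 for 1 (*Tp53inp1*), subtraction of array medians for 1 (*Zmat3*) and the unmoderated equal-variance test for 1 (*Btg2*). The trend and robust option, another quantile normalization, the filter on low genes, the mean over probe sets and the regression on densitometry did so for none. A further pair of tests was chosen after seeing the values: an unmoderated test on linear values did so for 2 genes (*Gm5617* and *Tp53inp1*) and a test with unequal variances for 1 (*Btg2*). Of the 20 genes, all given p-values under 0.05 in the paper, the test with unequal variances put 8 at 0.05 or more and the test on linear values 0.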

Other observations

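Members of several further gene lists differed between the cohorts. *Cd68*, a lysosomal protein used as a macrophage marker, had a log2 expression of 10.96 in both knockdown lines against 10.01 ± 0.07 (SD, n = 3) in the control lines, while the list of 21 macrophage and leukocyte markers had 2 higher members at the unadjusted threshold (15 without H4; without H3, 2 higher and 3 lower) and a median of 0.20 in H3 and 0.01 in H4. *S100a4*, a calcium-binding protein linked to cell motility, was the 1 mesenchymal gene of 26 past that threshold, at -0.75 (standard error 0.12); without H4, 8 were higher and 3 lower. Replication-dependent histones were lower in 11 of 20 members, with *H1f5* at -0.97 and *H2ac4* at -0.95, and 1 passed adjusted over the list alone. The list's median was -0.25 in H3 and -0.63 in H4, and the 11 lower members became 2 without the untransduced line and with the unmoderated equal-variance test, 3 without H5, 4 without H4, 5 without the scrambled control and 15 without H3. Adjusted over the list alone, the lower members were 15 without H3, 2 without H4 and 0 with any control line left out. Of 33 genes of the unfolded protein and integrated stress response 7 were lower, with *Creld2* at -0.74 and *Pdia6* at -0.65, and 3 were higher, with *Sesn2* at 1.00 and *Ddit4* at 0.57; without H3, 2 were lower and 4 higher, without H4, 8 and 4, and with a control line left out from 5 to 8 were lower and 2 or 3 higher. Of 27 ribosomal protein genes 6 were higher and none was lower, with *Rpl22* at 0.50 and *Rps19* at 0.40; the median was 0.05 in H3 and 0.22 in H4, and the higher members were 13 without H3, 2 without H4, 3 without H5, 5 without the scrambled control and 4 without the untransduced line.

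The interferon, cholesterol synthesis, epithelial, mesenchymal, cornified envelope, matrix protease, immediate early and fibroblast and endothelial lists did not pass camera, with medians of 0.03, 0.02, 0.07, 0.08, 0.07, 0.04, 0.02 and 0.07. In the interferon, cholesterol and matrix protease lists the direction given by camera was lower while the median was above 0. Of 27 cornified envelope genes 3 were higher, *Sprr1b*, *Sprr1a* and *Ivl*, and *Ppl* was lower at -0.47; 9 were higher and none lower without H4, and none was lower without H5 or the scrambled control. In the matrix protease list *Mmp19* and *Mmp10* were higher at 0.58 and 0.57, and *Hpse* and *Adamts1* lower at -0.45 and -0.42; the 3 higher and 4 lower members became 0 and 2 without H5, 1 and 1 without the scrambled control and 0 and 3 without the untransduced line. In the glycolysis list *Pfkl* and *Egln1* were the largest of 6 lower members at -0.49 and -0.41, and *Egln3* and *Pfkm*, the latter named after its value had been seen, were higher at 0.23 and 0.17; the lower members were 5 without H3, 3 without H4, 4 without H5, 1 (beside 3 higher) without the scrambled control and 3 without the untransduced line. In the interferon list *Tap1* was higher at 0.43, and *Irf1* and *Ifit2* were lower at -0.42 and -0.38. In the list of ribosome biogenesis and Myc targets, whose median was -0.082, 2 members passed the unadjusted threshold and none was lower. They were *Myc* and *Polr1c*, higher at 0.35 and 0.26. No member passed without H5 or without the untransduced line, and 2 higher and 3 lower members passed without the scrambled control.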
